A study of Homo sapiens with 6 samples. Its data were reported in "MORC2 regulates RBM39-mediated CDK5RAP2 alternative splicing to promote EMT and metastasis in colon cancer" (2024).

How the data were processed

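mRNA of SW480 cells was sequenced by the study from stranded mRNA libraries with unique identifiers, 3 libraries with a control hairpin (shCtrl) and 3 with a hairpin against RBM39 (shRBM39). Group and replicate number were taken from the sample titles. Columns named NC in the count table were read as shCtrl, the only control group of the series.

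The authors deposited raw counts per gene symbol in a table laid out as featureCounts writes it, with the exons of each symbol merged. The aligner, the annotation release, the treatment of multi-mapped reads and whether unique identifiers were collapsed are not stated, and these choices affect paralogs and highly expressed genes most. The table has 56303 rows, of which 22618 had 0 counts in all libraries. The exon coordinates were compared with GENCODE v44: of 109584 exons in 5000 sampled rows, 96.2% were identical to a GENCODE exon on GRCh38. Exons of 139 symbols lay on more than 1 chromosome, with 0.015% of the counts. The authors also deposited RPKM values for 33685 rows, which were recomputed from the counts to within a relative difference of 1.2e-13, so the RPKM table adds no measurement of its own. Total counts ran from 18042924 to 20428901 per library.

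The authors compared splicing with rMATS (version not stated) and deposited a tally of events and a table of records with a p-value, an FDR, inclusion and skipping reads and inclusion levels, 3 of each per group. Tested on the file, the p-value was at most 0.0499 and the absolute difference in inclusion level at least 0.1 in every record, so events without a difference were not analysed here. The listed levels were recomputed from the reads and effective lengths to within 0.0005. Reads are junction reads plus reads on the target exon, and the difference is group 1 minus group 2. Starts in the table count from 0 and are given here counting from 1. Of the distinct SE exons, 99.9% were flanked by AG and by GT or GC in the reference genome, and 100% were exons of GENCODE v44, from which exon numbers of the canonical transcript were taken. Because the table does not say which group is the knockdown, its values keep the names group 1 and group 2.

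Gene counts were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM scaling, a quasi-likelihood fit with group as the only term, and Benjamini-Hochberg adjustment over all tested genes at 0.05. CPM values carry the TMM factors. Standard errors were derived from the fitted log2 fold change and its F statistic. Lists of 33 genes in all were fixed before the data were examined: EMT genes (CDH1, CDH2, VIM, SNAI1, SNAI2, TWIST1, ZEB1), axis genes (MORC2, CDK5RAP2, PHF8, OBSL1, MARK2, ZNF35, FRMD8), splicing partner genes (RBM23, U2AF1, U2AF2, PUF60, RBM17, SF3B1), CDK5RAP2 target genes (CENPA, BUB1B, MAD2L1) and interferon genes (IFIT1, IFIT2, IFIT3, ISG15, IFI6, MX1, OAS1, OASL, RIGI under its older symbol DDX58, IFI44). The rule for other named genes was also fixed then: the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between groups. For splicing, the SE events of the 5 checked genes were named, and the 5 largest differences in each direction among SE records with an FDR under 0.05, at least 20 reads in every library and no overlap. A list of 20 integrated stress response genes and a list of 6 MCM genes were added after the gene table had been seen. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry (limma 3.58.1), and their medians were compared with 10000 random lists matched on mean expression.

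Alternatives were DESeq2 1.42.0, upper-quartile scaling, library totals alone, no filter on low counts, at least 10 counts in every library, limma-trend on log2(RPKM + 1) and on log2(RPKM + 0.1), the replicate number as a block, each replicate left out in turn, an adjusted p under 0.01 and a test against a log2 fold change of 0.5. A correction of each library for the trend of its counts with GC content and gene length was added after the data were seen, with GC content from the merged exons in the reference genome for 99.9% of tested genes. For splicing, alternatives were the FDR, a difference of at least 0.2, at least 20 reads in every library, 1 event per gene, a quasi-likelihood fit of inclusion against skipping reads in edgeR, each value left out in turn, levels without the correction for effective length and pooled reads. The authors' tally from junction reads only was added later. Shares carry Wilson intervals at 95%, and permutation tests used 100000 resamples and were two-sided.

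The fits were tested on simulated counts drawn from the real means and library sizes with 200 changed genes. edgeR recovered 86% of the 200 and called 0.04% of the unchanged genes among 18179 tested. The simulated changes were few and balanced in direction, whereas 10790 of 18243 genes were called in the real data. These rates therefore do not show how the fit and its scaling perform when so many genes change. With a GC trend added to the simulated counts, 29.75% of the unchanged genes were called before the correction and 0.09% after it, among 18263 tested. The inclusion fit recovered 98% of 200 changed events and called 0.69% of the unchanged ones among 1500 tested. The simulated events had at least 20 expected reads, no spread between libraries beyond sampling, and no selection beforehand. Their changes were larger than the listed minimum of 0.1. The listed records had a median of 10 reads in their lowest library, so these rates do not carry over to them. Python 3.11.15, scipy 1.17.1, pandas 2.3.3, pyfaidx 0.9.0.4 and samtools 1.23.1 were used for the splicing table and the reference sequence.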

Results

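RNA-seq was performed on SW480 cells, a cell line established from a human colon adenocarcinoma, to find out which genes and which splicing events change when the RNA-binding protein and splicing factor RBM39 is depleted. Cells carried either a control short hairpin RNA (shCtrl) or a hairpin against RBM39 (shRBM39), with 3 libraries per group and 6 in all. The deposited count table held 19535687, 20226176 and 19431099 counts for shCtrl replicates 1, 2 and 3, and 20428901, 18042924 and 20234541 for shRBM39 replicates 1, 2 and 3. Between 26514 and 27451 gene symbols had at least 1 count in a library. Within each group, no pair of replicates agreed within the sampling noise of the counts, with a chi-square per degree of freedom from 2.11 to 4.21, and the 6 libraries were counted as separate samples, as their labels give them. This excess does not show whether each replicate was infected and selected anew. The p-values below therefore rest on the spread between these libraries, which may not include a spread between selected lines. The biological coefficient of variation over both groups was 0.035.

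The targeted gene was examined first. RBM39 (chromosome 20, 35703609 to 35742312, GRCh38) had 441, 448 and 435 CPM (its counts scaled to the size of the library) in the shCtrl libraries and 266, 276 and 292 CPM in the shRBM39 libraries. Its mean was 441 ± 6.53 CPM (SD, n = 3) in shCtrl and 278 ± 13.3 CPM (SD, n = 3) in shRBM39. The log2 fold change of RBM39 was -0.67 with a standard error of 0.04, and the adjusted p of edgeR's quasi-likelihood test was 1.24e-16. RBM39 mRNA thus fell by 37% in the libraries labelled shRBM39. Of the alternatives tried, scaling by library totals alone moved this value most, to -0.79.

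Next, all genes were compared between shRBM39 and shCtrl. Of 18243 genes tested, 10790 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5327 of them higher and 5463 lower in shRBM39. Of the 10790 genes, 1190 were also changed at least 2-fold, 431 higher and 759 lower. The 3 values of one group did not overlap the 3 of the other in 63.3% of the tested genes, where chance gives 10%, and 10292 of the called genes showed no overlap. When the test was set against an absolute log2 fold change of 0.5 in place of 0, which moved the number of calls most, 2232 genes remained.

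**Figure D1:**
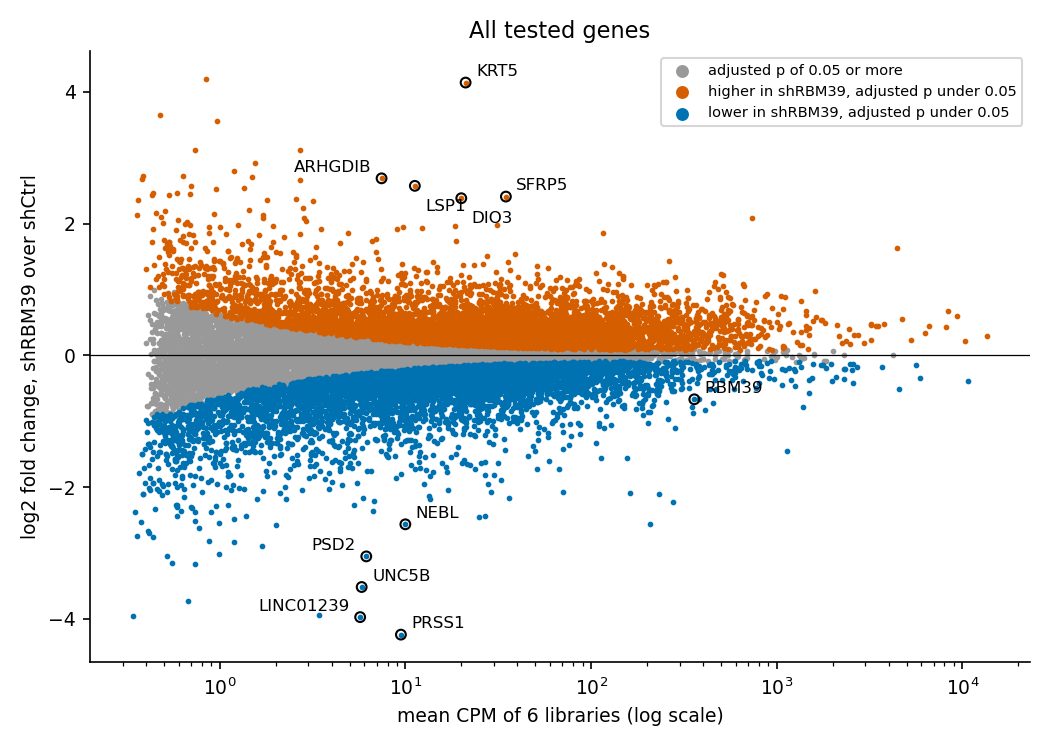
Log2 fold change of shRBM39 over shCtrl (vertical axis) against the mean CPM of the 6 libraries (horizontal axis, log scale) for each of the 18243 tested genes; orange and blue points are the 5327 higher and 5463 lower genes with an adjusted p under 0.05, grey points the rest. Circles mark RBM39 and the 10 genes with the highest and lowest values among well expressed genes without overlap between groups, from 4.14 for KRT5 to -4.24 for PRSS1.

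Among genes with a mean of at least 5 CPM, an adjusted p under 0.05 and no overlap between groups, the 5 largest increases were those of KRT5, ARHGDIB, LSP1, SFRP5 and DIO3. KRT5 (chromosome 12, 52514575 to 52520687), a keratin gene, rose from 2.25 ± 0.18 to 39.9 ± 1.43 CPM (SD, n = 3), a log2 fold change of 4.14 with a standard error of 0.09 and an adjusted p of 3.66e-28. The log2 fold changes of ARHGDIB, LSP1, SFRP5 and DIO3 were 2.69, 2.57, 2.41 and 2.39, with adjusted p from 9.51e-26 to 2.61e-19. The 5 largest decreases were those of PRSS1, LINC01239, UNC5B, PSD2 and NEBL. PRSS1 (chromosome 7, 142749468 to 142763997), a trypsinogen gene, dropped from 17.9 ± 0.913 to 0.948 ± 0.203 CPM (SD, n = 3), a log2 fold change of -4.24 with a standard error of 0.14 and an adjusted p of 2.42e-23. LINC01239, UNC5B, PSD2 and NEBL had log2 fold changes of -3.97, -3.52, -3.05 and -2.56, with adjusted p from 1.72e-19 to 2.17e-18. KRT5 and PRSS1 each have close paralogs with which reads can be shared, and how the counting treated such reads is not stated. PRSS2, named here after its values were seen, overlaps PRSS1 in the annotation and changed by -2.22, and the keratin gene KRT6A, named in the same way, changed by 2.92. The split of reads within each of these pairs is therefore uncertain.

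The study followed epithelial-mesenchymal transition (EMT) after RBM39 knockdown by western blots of marker proteins in SW620 cells. It reported more E-cadherin and less N-cadherin, Vimentin, Zeb1, Slug (encoded by SNAI2) and Twist1. A like result was reported with indisulam, which degrades RBM39, with blots in SW480 cells as well. Migration and invasion of SW480 cells with shRBM39 were reported as lower. Here mRNA was measured: CDH1 and VIM moved opposite to those proteins, and ZEB1 in the same direction. Of the 7 EMT genes fixed as a list, 5 could be tested, and 3 had an adjusted p under 0.05, both over all genes and adjusted over the list alone. CDH1, which encodes E-cadherin, was lower in shRBM39, at 68.3 ± 1.98 CPM against 89.3 ± 0.567 CPM in shCtrl (SD, n = 3), a log2 fold change of -0.39 (standard error 0.04, edgeR adjusted p 1.03e-09). VIM, which encodes vimentin, was higher, at 262 ± 8.86 CPM against 211 ± 6.55 CPM (SD, n = 3), a log2 fold change of 0.31 (standard error 0.04, edgeR adjusted p 1.17e-08). The transcription factor gene ZEB1 was lower, at 22.4 ± 1.86 CPM against 33.1 ± 2.15 CPM (SD, n = 3), a log2 fold change of -0.56 (standard error 0.06, edgeR adjusted p 2.57e-09). SNAI1 and SNAI2 differed by less than the test could call, with log2 fold changes of 0.12 and 0.22 and edgeR adjusted p of 0.266 and 0.143. SNAI2 passed the threshold only when shRBM39 replicate 1 was left out, at 0.36, and fell to 0.08 when shRBM39 replicate 2 was left out. The sign of SNAI1 changed under library totals alone. CDH2 and TWIST1 had at most 1 count in any library and were not detectable as different at this depth.

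**Figure D2:**
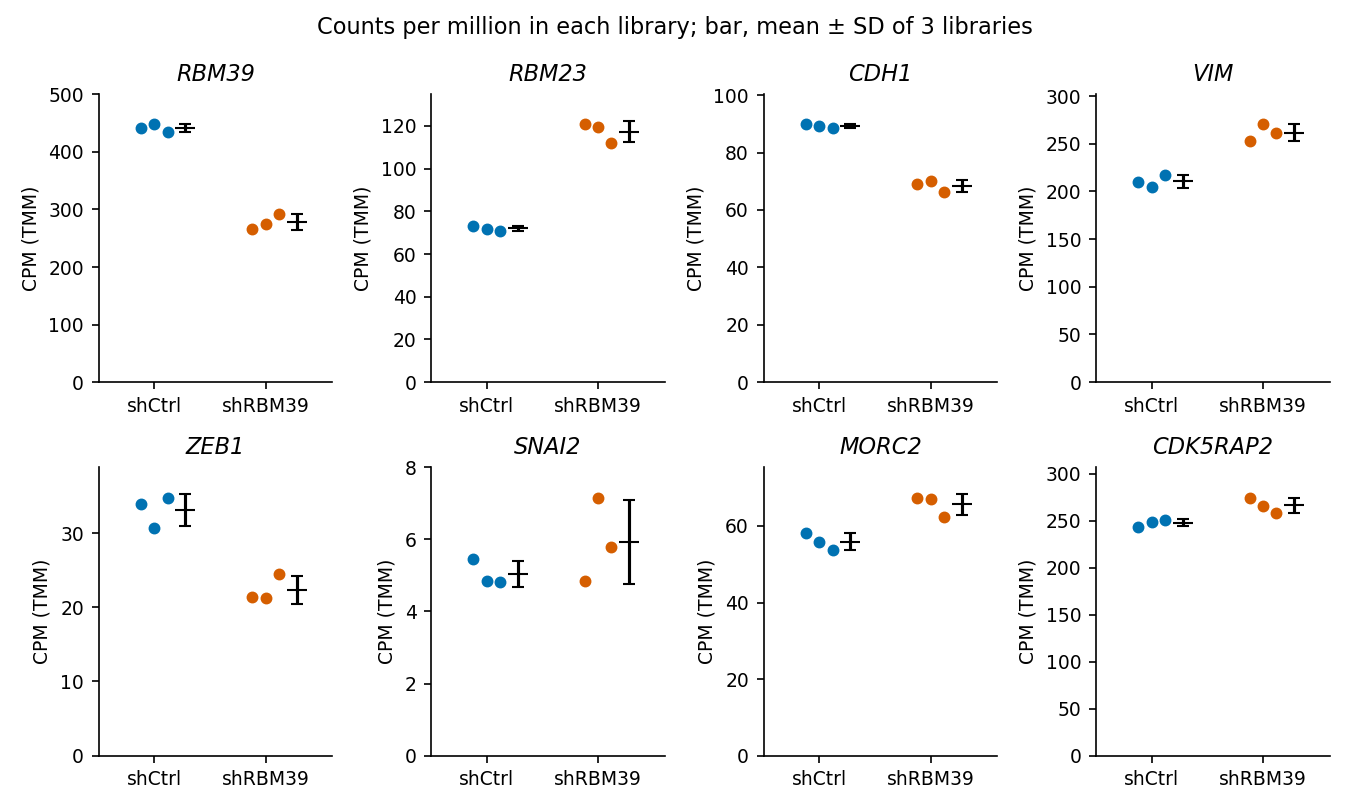
CPM with TMM scaling (vertical axes, from 0) of 8 genes in each of the 3 shCtrl and 3 shRBM39 libraries; points are libraries in the order of their replicate numbers and the bars beside them are the mean and SD of the group. The groups are apart for RBM39, RBM23, CDH1, VIM, ZEB1, MORC2 and CDK5RAP2 and overlap for SNAI2; the difference of CDK5RAP2, 0.10 on the log2 scale, changed sign under library totals alone.

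The total expression of the genes in the study's model and of the genes whose splicing it checked was compared next, since a change of splicing can occur with or without a change of the gene's mRNA level. Of these 7 genes, 5 had an adjusted p under 0.05 over all genes and 5 when adjusted over the list alone. MORC2 was higher in shRBM39 with a log2 fold change of 0.23 (standard error 0.05, edgeR adjusted p 6.44e-05). CDK5RAP2 differed by 0.10 (standard error 0.04, edgeR adjusted p 0.0158), 266 ± 7.9 against 248 ± 3.71 CPM (SD, n = 3). This small difference was not called under upper-quartile scaling or without shRBM39 replicate 1, where it was 0.07 and 0.09, and changed sign under library totals alone and in the fits on log2 RPKM. After a correction of each library for GC content and gene length it was larger, 0.18, with an adjusted p of 2.51e-05. PHF8 and OBSL1 were lower by log2 fold changes of -0.17 and -0.27, with edgeR adjusted p of 0.00156 and 2.01e-06. ZNF35 was higher by 0.88, with an edgeR adjusted p of 2.29e-08. MARK2 and FRMD8 were not called, with log2 fold changes of -0.08 and 0.12. MARK2 was, however, called as lower under upper-quartile scaling and library totals alone, at -0.11 and -0.20. It was also called as lower in the fits on log2 RPKM, at -0.183 and -0.198. MORC2 lost its call in the fits on log2 RPKM, at 0.10 and 0.11.

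RBM23, a close paralog of RBM39, and 5 splicing factors of the branch point and 3′ splice site were tested as a list. The 6 genes were all higher in shRBM39, and the 6 had an adjusted p under 0.05 over all genes and adjusted over the list alone. RBM23 had the largest difference, 117 ± 4.83 against 71.9 ± 0.987 CPM (SD, n = 3), a log2 fold change of 0.70 (standard error 0.04, edgeR adjusted p 3.2e-16). The values of PUF60, U2AF2, U2AF1, SF3B1 and RBM17 were 0.56, 0.54, 0.47, 0.34 and 0.17. The smallest, that of RBM17, kept its direction but lost its call under library totals alone and in the fits on log2 RPKM, each at 0.05.

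The study discussed CENPA, BUB1B and MAD2L1 as genes activated by CDK5RAP2. All 3 were higher in shRBM39, with log2 fold changes of 0.36, 0.60 and 0.80 and edgeR adjusted p of 6.2e-05, 1.43e-15 and 2.55e-11, and the 3 were also called when adjusted over the list alone. The 6 MCM genes described further below were higher as well, so the rise of these 3 does not by itself point to CDK5RAP2. CENPA lost its call in the fits on log2 RPKM, at 0.21 and 0.23. A list of 10 interferon-induced genes was also tested. Both hairpins were delivered by lentivirus, so a response to the vector that the groups share cannot show in this comparison. IFI44 had 0 counts in the 6 libraries. Of the other 9, 6 were called over all genes and 6 adjusted over the list alone, 4 of them higher (IFIT1, IFI6, MX1 and OAS1, between 0.29 and 0.47) and 2 lower (IFIT2 at -0.89 and ISG15 at -0.12). IFIT3, OASL and DDX58, the symbol used in the table for RIGI, were not called. These genes did not move together, and the number called fell to 4 under DESeq2. IFIT1 and ISG15 were the least stable. IFIT1 kept its direction but lost its call without shCtrl replicate 2 or 3, or without shRBM39 replicate 1 or 2. ISG15 kept its direction but lost its call without shCtrl replicate 1 or 2, or without shRBM39 replicate 1.

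Alternative splicing was compared by the authors with rMATS, which counts reads that include or skip each event. Their table names the compared groups only as group 1 and group 2, with no key to the knockdown, so its values are given here in those terms. The authors' deposited table of event numbers listed 31743 events tested, of which 1582 passed a p under 0.05 and an absolute difference in inclusion level of at least 0.1. Skipped exon (SE) events were the most frequent type in the authors' deposited table, with 1263 records or 79.8% of those listed, against 83.6% of the events tested. Mutually exclusive exons followed with 241 records in the authors' deposited table, then alternative 3′ splice sites with 44, alternative 5′ splice sites with 24 and retained introns with 10. As a share of the events tested, 4.76% of SE events and 9.5% of alternative 3′ splice sites were listed in the authors' deposited table. The 1582 records belonged to 1198 gene symbols. Of the records in the authors' deposited table, 677 had an FDR under 0.05, and 554 had at least 20 reads in every library, the filter that moved the number most.

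The direction of the SE records was uneven. In the authors' deposited table, 917 of the 1263 SE records had the lower inclusion level in group 1 and 346 the higher, so that 72.6% were lower (95% Wilson interval 70.1% to 75.0%, which covers counting error only). Mutually exclusive exons in the authors' deposited table were split 113 to 128. Among the 443 SE records of the authors' deposited table with at least 20 reads in every library, 79.9% were lower in group 1. The listed levels of the 3 libraries of each group did not overlap in 57.5% of all records of the authors' deposited table, a set selected for its differences.

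**Figure D3:**
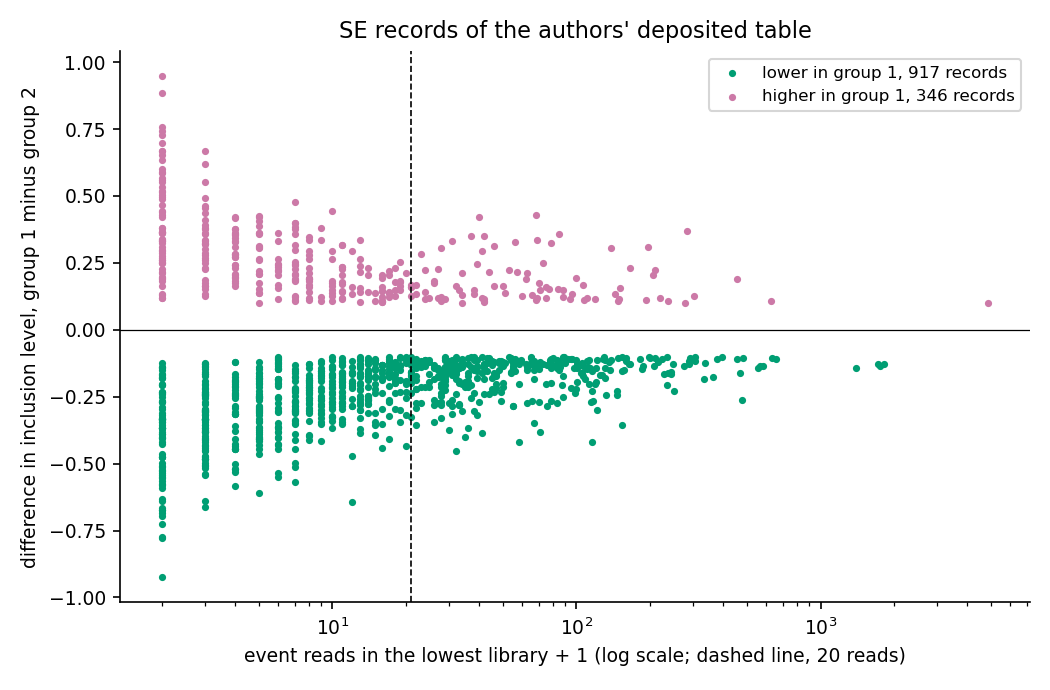
Difference in inclusion level, group 1 minus group 2 (vertical axis), against the event reads of the lowest library plus 1 (horizontal axis, log scale) for the 1263 SE records of the authors' deposited table. The 917 green points are lower and the 346 pink points higher in group 1, no record lies between -0.1 and 0.1, and the records with differences of at least 0.5 all lie left of the dashed line at 20 reads.

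The study selected the SE events of CDK5RAP2, MARK2, OBSL1, ZNF35 and FRMD8 for RT-PCR and RT-qPCR. The CDK5RAP2 event is exon 32 of 38 (chromosome 9, 120407012 to 120407248, minus strand, GRCh38), a fully coding exon of 237 nucleotides. In the authors' deposited table its inclusion levels were 0.72, 0.765 and 0.69 in group 1 and 0.546, 0.633 and 0.6 in group 2, a difference of 0.132 with a p-value of 0.00282 and an FDR of 0.0802. At least 143 event reads lay behind each of these levels. In the edgeR fit of inclusion against skipping reads, whose adjustment covers only the 1582 listed records, the adjusted p of this exon was 0.0173. The exact permutation p of 3 levels against 3 without overlap is 0.1, the smallest that this design allows.

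MARK2 exon 15 of 19 (chromosome 11, 63903986 to 63904147) had levels of 0.569, 0.462 and 0.338 in group 1 and 0.734, 0.688 and 0.763 in group 2 of the authors' deposited table, a difference of -0.272 with an FDR of 0.000877 and at least 82 reads in each library. ZNF35 exon 3 of 4 (chromosome 3, 44652557 to 44652701) differed by -0.327 in the authors' deposited table, with an FDR of 0.0373 and as few as 9 reads in a library, and its adjusted p in the edgeR fit was 0.0746. OBSL1 exon 12 of 21 (chromosome 2, 219557343 to 219557618) differed by 0.278 in the authors' deposited table, with an FDR of 0.558, as few as 3 reads in a library and levels that overlapped between the groups. FRMD8 exon 4 of 11 (chromosome 11, 65393573 to 65393674) had 2 records with different flanking exons in the authors' deposited table, which went in opposite directions, -0.286 and 0.441, with FDR values of 0.0681 and 0.228 and as few as 3 and 1 reads in a library. The adjusted p of these records in the edgeR fit were 0.195 for OBSL1 and 0.235 and 0.238 for FRMD8, so these differences were not detectable at this depth. Without the second value of group 1, the first FRMD8 difference was -0.164. A second CDK5RAP2 record of the authors' deposited table, exon 20, had as few as 1 read in a library and an FDR of 0.552.

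**Figure D4:**
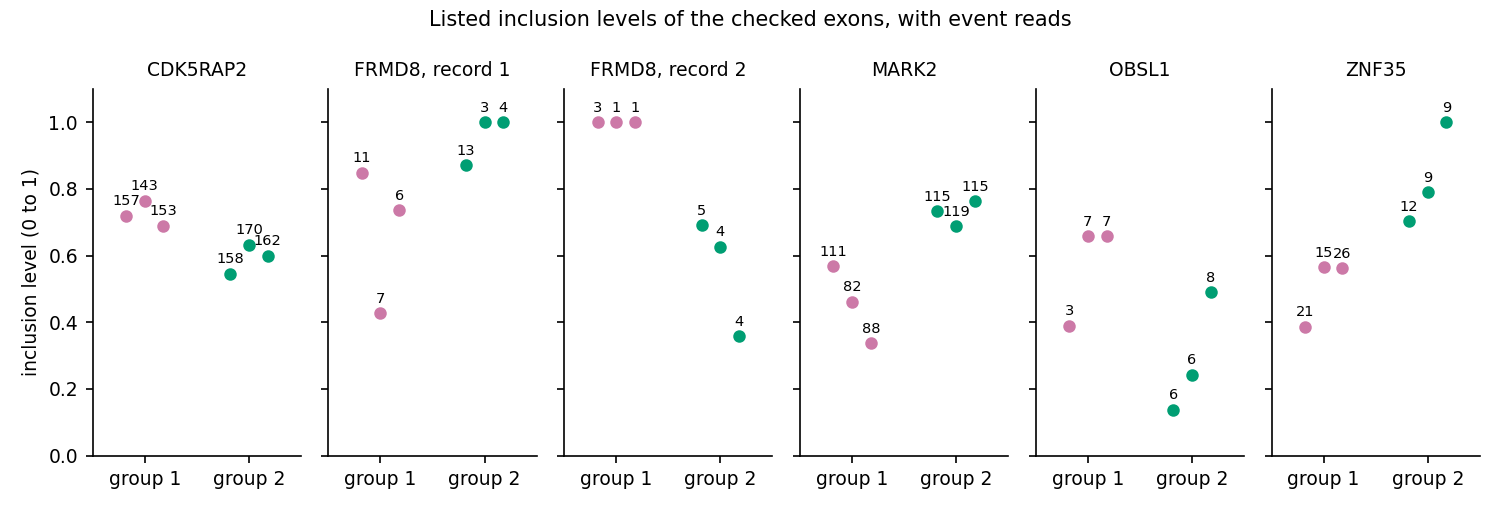
Inclusion levels (vertical axis, from 0 to 1) listed in the authors' deposited table for the exons of CDK5RAP2, FRMD8, MARK2, OBSL1 and ZNF35 in the 3 libraries of group 1 and the 3 of group 2; each point is 1 library and the number above it its inclusion plus skipping reads. CDK5RAP2 and MARK2 have at least 143 and 82 reads per library, the others as few as 9, 3 or 1.

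The sequence of CDK5RAP2 exon 32 in the reference genome, in the sense of the transcript, is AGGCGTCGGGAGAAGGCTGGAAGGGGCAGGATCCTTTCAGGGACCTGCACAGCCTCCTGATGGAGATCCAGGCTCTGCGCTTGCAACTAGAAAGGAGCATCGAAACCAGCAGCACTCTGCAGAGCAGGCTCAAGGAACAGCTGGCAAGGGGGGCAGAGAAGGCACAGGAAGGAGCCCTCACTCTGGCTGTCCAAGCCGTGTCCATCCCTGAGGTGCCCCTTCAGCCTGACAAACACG. It is preceded in the intron by GTCAGGGCTTCTCTTTGCACATGTCCTCAG and followed by GTACTGCCCCTGCCTCTCCCCACTTGCTGA, each 30 nucleotides. The exon has a GC content of 60.3%.

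Among SE records with an FDR under 0.05, at least 20 reads in every library and no overlap between the groups, 253 in the authors' deposited table, 199 were lower and 54 higher in group 1. The largest differences toward higher inclusion in group 1 in the authors' deposited table were those of BIN1 exon 12 of 19 (chromosome 2, 127057473 to 127057601), listed with 2 sets of flanking exons at 0.428 and 0.359, ZFAND1 exon 3 of 8 (chromosome 8, 81717249 to 81717288) at 0.42, PLEC exon 31 of 32 (chromosome 8, 143922504 to 143925884) at 0.368 and SMPD4 exon 11 of 20 (chromosome 2, 130161186 to 130161272) at 0.352. The PLEC exon spans 3381 nucleotides and had as few as 3 skipping reads in a library of the authors' deposited table. The largest differences toward lower inclusion in the authors' deposited table were those of TEX30 exon 5 of 6 (chromosome 13, 102767273 to 102767478) at -0.451, FRG1HP exon 2 of 7 (chromosome 9, 40993253 to 40993434) at -0.42, DERA exon 3 of 9 (chromosome 12, 15958188 to 15958335) at -0.418, an exon of MRPL52 (chromosome 14, 22830964 to 22831037) at -0.402 and ARHGAP12 exon 8 of 20 (chromosome 10, 31839637 to 31839711) at -0.386. FRG1HP is a pseudogene with near-identical copies, so its reads are uncertain. For DERA the listed mean inclusion level of the authors' deposited table was 0.301 in group 1 and 0.719 in group 2.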

Values the study reported

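The study reported 95 SE events after combining the RBM39 RIP-seq with the RNA-seq after RBM39 knockdown, and 26 SE events that were shared with its RNA-seq after MORC2 knockdown. It described the short isoform of CDK5RAP2 as lacking 237 nucleotides of exon 32.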

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

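The number of called genes stayed between 8539 and 11146 in every alternative that kept the threshold, against 10790, and was 9025 at an adjusted p under 0.01. Only the test against a log2 fold change of 0.5 moved it by more than 1.5 times, to 2232 genes, as it asks for a larger difference. DESeq2 called 8539 genes, 8437 of them among the 10790 and in the same direction. The 6 fits that each left out one replicate called from 10138 to 10263 genes.

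The number of genes also changed at least 2-fold was 1190. It was 754 with at least 10 counts in every library, a filter that removes low genes and genes that fell to a few counts, and 229 on log2(RPKM + 1), a scale that shrinks the change of low genes. It was 1723 with no filter, 898 on log2(RPKM + 0.1) and 1199 after the correction for GC content and length. Under library totals alone it was 1351, and from 1303 to 1371 with one replicate left out.

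Scaling changed the balance of calls. Of the called genes, 49.4% were higher in shRBM39, against 33.9% under library totals alone and 33.6% on both log2(RPKM + 1) and log2(RPKM + 0.1), which are scaled by totals as well. Library totals alone moved the median log2 fold change of all genes from -0.01 to -0.14, which is the shift behind these splits. The split of the genes also changed at least 2-fold, 431 higher and 759 lower, moved as well. It was 298 and 1053 under library totals alone, 52 and 177 on log2(RPKM + 1), and 174 and 724 on log2(RPKM + 0.1). The TMM factors were 1.03 to 1.05 in shCtrl and 0.95 to 0.96 in shRBM39. Whether total mRNA per cell differed between the groups was not analysed here.

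RBM39 kept its direction and its call in every alternative, from -0.79 under library totals alone to -0.58 after the correction for GC content and length. Small differences changed sign with the scaling. SNAI1 was -0.004 under library totals alone and -0.003 on log2(RPKM + 1) and log2(RPKM + 0.1). CDK5RAP2 was -0.02 under library totals alone, -0.019 on log2(RPKM + 1) and -0.02 on log2(RPKM + 0.1). FRMD8 was -0.002 under library totals alone and 0.0 on log2(RPKM + 1). Of 1106 values of 74 named genes under an alternative, 1068 kept their direction and their side of the threshold, 8 reversed, 25 were no longer called and 5 became called. The number of called interferon genes ran from 4 to 6, and of EMT genes from 3 to 4.

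The replicate numbers did not pair the samples: the correlations of same-numbered deviations from the group means were 0.006, -0.028 and 0. With the replicate block, 10810 genes were called, 10706 of them among the 10790 and in the same direction, and RBM39 was at -0.67. No paired analysis was possible for the splicing table because its values carry no replicate numbers, so the replicate block planned for the inclusion fit and for the checked exons was not run.

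The number of splicing records depended on the filter. From 1582, it came to 677 at an FDR under 0.05, 806 at a difference of at least 0.2, 554 with at least 20 reads in every library and 605 in the edgeR fit of inclusion against skipping reads at an adjusted p under 0.05, which covers only records already selected by the authors. It was 1198 with 1 event per gene and 1531 from junction reads only. From 1434 to 1459 records kept a difference of at least 0.1 when one value was left out, and 1085 kept it in all 6 cases. The share of SE records lower in group 1, 72.6%, rose to 79.9% with at least 20 reads in every library and to 79.1% in the edgeR fit, and otherwise lay between 70.1% and 73.4%.

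The difference of CDK5RAP2 exon 32, 0.132, was 0.078 without the correction for effective length, which counts the many reads on this long exon in full, and from 0.108 to 0.152 with one value left out. The differences of the other 4 checked genes moved by less than the spread between the listed values in the alternatives tried. One of these moved by over 1.5 times: the first FRMD8 record, from -0.286 to -0.164 without the second value of group 1, where a library had as few as 3 reads.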

Other observations

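The tests of the lists of stress response and MCM genes and the set tests over all lists were chosen after the results were seen. So were the correction for GC content and gene length and the limit of 20 reads in the comparison of exon composition. The count of other splits for genes changed at least 2-fold was also chosen then. The other tests below were fixed before the values they measure were computed.

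The number of calls was set against other splits of the 6 libraries. Only 1 of the 10 splits, the real one, gave as many as 10790 genes with an adjusted p under 0.05, and only 1 of the 10 gave as many as 1190 genes also changed at least 2-fold. The other 9 splits gave 0 calls, with 114 to 163 genes at an unadjusted p under 0.05, against 11475 in the real split. With 10 splits the share is never under 0.1, and the mixed splits carry the group difference in their spread, so this count decides nothing by itself. The groups did not overlap in 63.3% of the tested genes, where chance gives 10%. A correction of each library for GC content and gene length argues against these trends as the source of the larger changes: 1142 of the 1190 genes were still called and changed at least 2-fold in the same direction. The number of calls is large next to the 37% fall of RBM39 mRNA, and goes with a small spread between replicates, a biological coefficient of variation of 0.035. The study describes replicate experiments for each group and infected cells selected as stable clonal lines. Whether each replicate was infected and selected anew was not worked out here, and if not, a difference between the selected lines would be counted with the effect of the hairpin.

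Genes of the integrated stress response were lower together. ASS1, NUPR1 and INHBE drew attention among the lower genes, and a list of 20 other genes induced by the transcription factor ATF4 or acting with it was then written. All 20 were lower in shRBM39 in edgeR's quasi-likelihood test with an adjusted p under 0.05, with a median log2 fold change of -1.13. The values ran from -2.11 for DDIT4, -2.10 for FGF21 and -2.08 for ASNS to -0.24 for ATF5. The value of FGF21 rests on few counts, 0.63 CPM in shCtrl and 0.14 CPM in shRBM39, with a standard error of 0.485. ATF4 itself was at -0.42. The lowest median of 10000 random lists matched on mean expression was -0.34, so unrelated genes drawn by chance would not reach it. The stress response list was written after related genes had been seen, and its genes move together, with an estimated correlation of 0.401. The random lists lack these features, so they do not measure how unusual such a list is. The median was -1.16 after the correction for GC content and length and -1.25 under library totals alone, which argues against both. A lower stress response after RBM39 knockdown is one hypothesis. A difference in culture state, such as nutrients or density at harvest, or an effect of this hairpin on other genes may give the same picture, and stays open because each group has 1 hairpin and no label gives the harvest conditions.

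The MCM2 to MCM7 genes, which encode the replicative helicase, were higher together. All 6 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and their median log2 fold change was 1.14. It lay at percentile 100 of 10000 matched random lists, stayed at 1.13 after the correction for GC content and length, and was 1.01 under library totals alone. MKI67 and CCNB1, looked up afterwards, were at 0.68 and 1.07, while MYC was at -0.96. More cells in S phase or a faster cycle in the shRBM39 culture is a possible explanation that these counts did not test, and the same culture differences as for the stress response genes remain open. HSP90AA1, also looked up afterwards, rose from 2164 to 6693 CPM, a log2 fold change of 1.63.

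Over all lists, camera with a preset correlation gave adjusted p under 0.05 for the stress response genes (6.6e-14), the MCM genes (1.84e-09), the splicing partner genes (4.48e-05) and the CDK5RAP2 target genes (0.0102), and not for the axis, EMT or interferon genes (each 0.702). With an estimated correlation the adjusted p of these 4 lists was 0.105, 0.0247, 0.0415 and 0.143, so only the calls of the MCM and splicing partner genes held there. In fry the adjusted p of these 4 lists ranged from 6.73e-07 to 0.000646, and that of the interferon genes was 0.00798, of axis genes 0.0939 and of EMT genes 0.115.

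Which group of the splicing table holds the knockdown was treated as a hypothesis. If group 1 holds the shRBM39 libraries, genes with more event reads in group 1 should have higher counts in shRBM39. Across 690 genes with at least 100 event reads, the log2 ratio of event reads in group 1 over group 2 rose with the log2 fold change of the labelled gene counts, with a Spearman rho of 0.794 across genes, which are not independent replicates. All 12 of these genes that were changed at least 2-fold had the same sign in both, with the read ratios centred on their median. If group 1 held the shCtrl libraries, the relation would be negative, so these values argue against that labelling. With group 1 as shRBM39, most SE records had less inclusion after knockdown, and exon 32 of CDK5RAP2 had more. The study's RT-PCR after RBM39 knockdown also showed a shift toward the CDK5RAP2 form that contains exon 32.

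The excess of SE records with the lower inclusion in group 1 did not come from low depth or from repeated records. It was 79.9% among records with at least 20 reads in every library (95% Wilson interval 75.9% to 83.4%) and 71.9% with 1 SE record for each of 1026 genes (69.1% to 74.6%).

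The SE records with large differences had few reads. The 64 with a difference of at least 0.5 had a median of 1 read in their lowest library, against 12 in the other 1199, a permutation p of 0.0026 (0.0052 adjusted over the 4 tests of SE records), and 100% of the 64 had fewer than 20 reads in a library. The table lists only records with a p under 0.05, so that an event with few reads is listed more readily where its difference is large. Records with few reads and small differences were also listed, such as ADAMTS13 and TNC, each at 0.118 with 1 read in the lowest library. The filter on p can still build in a link between depth and size. The comparison therefore does not show whether counting error is behind the large differences.

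Exons with lower and with higher inclusion in group 1 differed in composition. The 876 lower exons had a median GC content of 49.4% and the 324 higher ones 52.0%, a permutation p of 0.012 (0.016 adjusted over the 4 tests), and medians of 119 and 99.5 nucleotides in length, a permutation p of 0.00012 (0.00048 adjusted). With at least 20 reads in every library, the GC medians of 341 lower and 82 higher exons were 48.6% and 56.9%, with a permutation p of 1e-05, the smallest that 100000 resamples can give. The length medians of the same exons were 122 and 97 nucleotides, with a permutation p of 0.031. GC content and length of the exon may therefore bear on the direction of the change, or go with another property that does. A GC bias of the reads that differs between the groups was not tested in the event reads.

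Loss of frame-shifted transcripts was tested as a consequence of exon skipping. If skipping a coding exon whose length is not a multiple of 3 led to decay of the transcript, genes with such an exon less included in group 1 would have lower log2 fold changes than genes whose exon keeps the frame. The 105 genes with a frame-shifting exon had a median log2 fold change of 0.07 and the 143 with a frame-keeping exon -0.07. The difference was 0.138 in the opposite direction, with a permutation p of 0.034 (0.034 adjusted). An exon whose skipped transcript decays loses the skipping reads by which it would be listed, so the genes are selected by the outcome under test, and the comparison leaves open whether such transcripts decay. It also rests on group 1 being shRBM39.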
